A study of Xenopus tropicalis with 12 samples. Its data were reported in "Thyroid Hormone Receptor α Controls the Hind Limb Metamorphosis by Regulating Cell Proliferation and Wnt Signaling Pathways in Xenopus tropicalis" (2022).

How the data were processed

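Hind limb RNA of Xenopus tropicalis tadpoles was measured by RNA sequencing in wild type and in TRα (-/-) animals, which lack thyroid hormone receptor α. Animals of each genotype were treated with 10 nM T3 (the active thyroid hormone) for 18 hours or left untreated, at stages 52 to 54 per the labels. This gave 4 groups of 3 libraries, 12 in all. The labels describe the 3 libraries of a group as technical replicates of a single RNA preparation merged from several tadpoles. Each group is therefore 1 RNA pool, and every test below sets differences between pools against the noise of library making and sequencing. Variation between tadpoles was not measured, and the tests do not speak of it.

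The authors purified poly-A RNA, made TruSeq libraries, mapped paired-end reads to the JGI X. tropicalis assembly of Ensembl with STAR and counted reads per gene over exons with featureCounts. The deposited values are raw counts per gene with no normalization, with the scaffold, exon coordinates and summed exon length (bp) of each gene. Poly-A selection favours polyadenylated transcripts. Strand handling and the treatment of reads that map to several places are not stated, so genes that overlap or resemble another gene are uncertain; 162 of the tested genes overlap another gene on either strand. Every per-library column was mapped to a library by its name.

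The file held 19921 genes, of which 2363 had no count in any library. edgeR's filterByExpr kept 14320 genes. Counts were scaled by TMM and fitted in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest) over all 12 libraries, with 1 mean per group. Contrasts were T3 in WT, T3 in TRα (-/-), genotype without T3, genotype with T3, and the interaction, which is the T3 change in TRα (-/-) minus that in WT. A gene was counted at a Benjamini-Hochberg adjusted p under 0.05 and a change of 2-fold or more. The alternatives tried were DESeq2 1.42.0 (the tool the authors used), its size factors, 2 other filters, the replicate number as a block, fits of the compared groups alone, a test against 2-fold, no fold threshold, summed libraries with an assumed spread between pools, and leaving out each library. The contrasts, their tests and these alternatives were chosen before the data were examined. Scaling by total counts alone was added after seeing the data, and so were the set of abundant short genes, the shares of abundant and mitochondrial genes and most tests of technical explanations, as the closing section says.

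Total counts per library ran from 32649742 to 52430305. The common biological coefficient of variation in the fit (BCV, the relative spread between libraries beyond counting noise) was 0.0421, a technical value. Intervals on shares of genes are 95% Wilson intervals and treat genes as independent, which they are not. Pairs of libraries of 1 group differed by more than sampling noise, with chi-square per degree of freedom from 1.89 to 11.1, so none was treated as a duplicate. The 2 highest values, 11.1 and 10.7, were those of replicate 2 of WT with T3.

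Tested on simulated data for 14120 tested genes, with 200 genes changed in WT with T3, the fit recovered 200 of 200 with 0 false calls for T3 in WT and 1 for T3 in TRα (-/-). The interaction fit recovered 200 of 200 with 2 false calls. The changed genes were well counted, changed by more than 2-fold and had only the spread between libraries, which makes recovery easy. Far fewer genes changed than in the data, so this does not test the scaling or false calls there.

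Gene names were not used here. The file carries Ensembl IDs alone, and the name table given (assembly UCB_Xtro_10.0) has an Ensembl ID in 0 of its 28858 entries, so no match was possible through it; 0 of the 19921 IDs occur among its other identifiers. The rule fixed in advance for named genes listed symbols, the receptor genes thra and thrb among them, and genes with a symbol ranked by absolute log2 change. No symbol could be assigned, so the knocked-out gene was not checked in the libraries, and the gene lists for cell cycle and other pathways were not analysed here. The ranking was applied without the symbol condition, after the data were seen, to the gene raised most and lowered most by T3 in WT and the gene highest and lowest in TRα (-/-) without T3. Each had at least 5 CPM in the higher group and no overlap between the libraries compared. CPM are counts scaled to a common library total, with the total of each library first multiplied by its TMM factor.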

Results

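Gene expression in the hind limb was measured in 12 RNA libraries, 3 for each of WT and TRα (-/-) tadpoles without and with T3. Each group stands for 1 pool of RNA, so the SDs below are between libraries of a pool. Total counts per library ran from 34128557 to 42644751 in WT without T3, from 35530816 to 52430305 in WT with T3, from 34722053 to 41118242 in TRα (-/-) without T3 and from 32649742 to 43702049 in TRα (-/-) with T3. At this depth 14320 genes were tested.

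The first question was which genes T3 regulates in WT hind limb. T3 raised 3263 genes and lowered 3600 (edgeR, adjusted p under 0.05, 2-fold or more). Scaling by total counts alone, an alternative added after seeing the data, moved these most among the scalings, to 5106 and 2239. Without the fold threshold 12707 genes, 88.7% of those tested, passed the adjusted p, since the libraries of a pool differ little. Of the genes called, 1296 were raised and 1408 lowered by 4-fold or more. Leaving out each library in turn gave 3269 to 3328 raised and 3623 to 3657 lowered genes.

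The same comparison in TRα (-/-) asked how far the response depends on the receptor. T3 raised 1022 genes and lowered 1380. Of the genes raised in WT, 871 were also raised in TRα (-/-), which is 26.7%, and 2392 were raised in WT alone. Of those lowered in WT, 977 were also lowered in TRα (-/-) and 2623 were lowered in WT alone. Another 151 genes were raised and 403 lowered in TRα (-/-) alone. Alone means not called in the same direction in the other genotype. These sets include 96 genes that were called in opposite directions in WT and TRα (-/-). Passing in WT and not in TRα (-/-) is no test of a difference, so the interaction was tested. It was more positive in TRα (-/-) for 2529 genes and more negative for 2377. Among the 2392 genes raised in WT alone, 1510 (63.1%) had a response weaker in TRα (-/-) by 2-fold or more, and 1795 (68.4%) of the 2623 genes lowered in WT alone. In TRα (-/-), 1891 (79.1%) of the 2392 still rose by some amount.

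**Figure D1:**
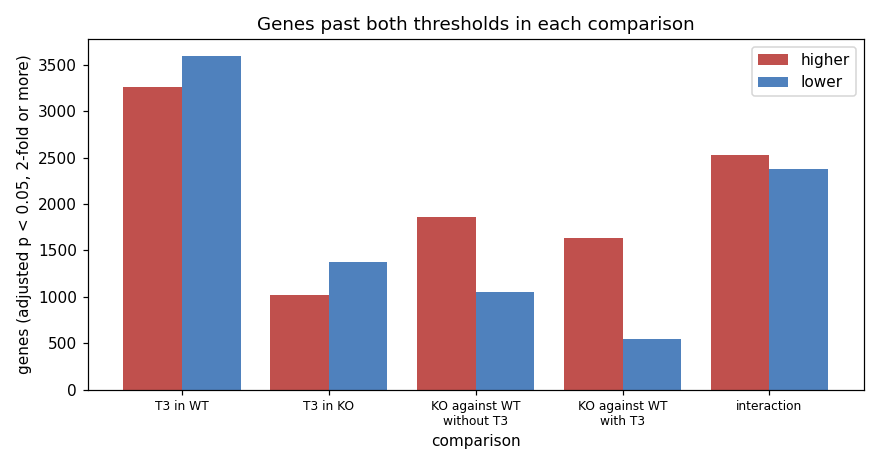
Number of genes past both thresholds (y axis) in each comparison (x axis), with genes higher in red and genes lower in blue, each bar 1 count from the fit over 12 libraries. T3 raised 3263 genes in WT and 1022 in TRα (-/-).

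The size of the response was compared by the slope of the TRα (-/-) log2 change on the WT log2 change, fitted through the origin. Over the 6863 genes called in WT the slope was 0.311. Slopes from single libraries of equal replicate number, on log2(CPM + 1), had a mean of 0.343 ± 0.00080 (SD, n = 3). Over the 2402 genes called in TRα (-/-) the same slope was 0.481, and single libraries gave 0.516 ± 0.0073 (SD, n = 3). Choosing genes by their change in WT favours a lower slope, and choosing them in TRα (-/-) favours a higher one. Neither slope is therefore an unbiased ratio of the 2 responses. The median log2 changes of the genes raised in TRα (-/-) were 2.17 in WT and 1.33 in TRα (-/-), and those of the genes lowered in TRα (-/-) were -1.88 and -1.37. Across the 14320 genes the log2 changes had a Pearson correlation of 0.64, genes not being independent replicates.

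The genotypes were then compared without T3. There were 1861 genes higher and 1053 lower in TRα (-/-). T3 raised 1316 (70.7%) of the 1861 in WT, and lowered 824 (78.3%) of the 1053. Both comparisons use the WT libraries without T3, which makes them alike with no genotype effect. Across genes the genotype difference without T3 and the T3 change in WT had a Pearson correlation of 0.65, where simulated pools without a genotype difference gave a mean of 0.23 at a BCV of 0.4 between pools. Of the 2392 genes raised in WT alone, 2241 were higher in TRα (-/-) without T3 by any amount, 93.7% (95% Wilson interval 92.6 to 94.6), and 1045 (43.7%) by 2-fold or more. Simulated pools without a genotype difference gave 54.6% with library noise alone and 72.4% ± 0.65 (SD over 10 simulations) with a BCV of 0.4 between pools. Of the genes lowered in WT alone, 2144 (81.7%) were lower in TRα (-/-) without T3, against 71.6% in simulation at a BCV of 0.4. Only 585 (22.3%) of them were lower by 2-fold or more. In the reverse check, 739 (72.3%) of the 1022 genes raised by T3 in TRα (-/-) were higher in TRα (-/-) without T3, where the shared libraries gave 44.3% in simulation with library noise and 28.5% at a BCV of 0.4. Of the 1380 genes lowered by T3 in TRα (-/-), 724 (52.5%) were lower in TRα (-/-) without T3, against 45.1% and 28.9% in those simulations. On the scale of the WT response over the same 6863 genes, TRα (-/-) without T3 lay at 0.367 and TRα (-/-) with T3 at 0.678, WT without T3 being 0 and WT with T3 being 1. Because the WT libraries without T3 enter both values, simulated pools without a genotype difference at a BCV of 0.4 between pools gave 0.102 for the first and, with the T3 change of TRα (-/-) kept, 0.357 for the second.

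**Figure D2:**
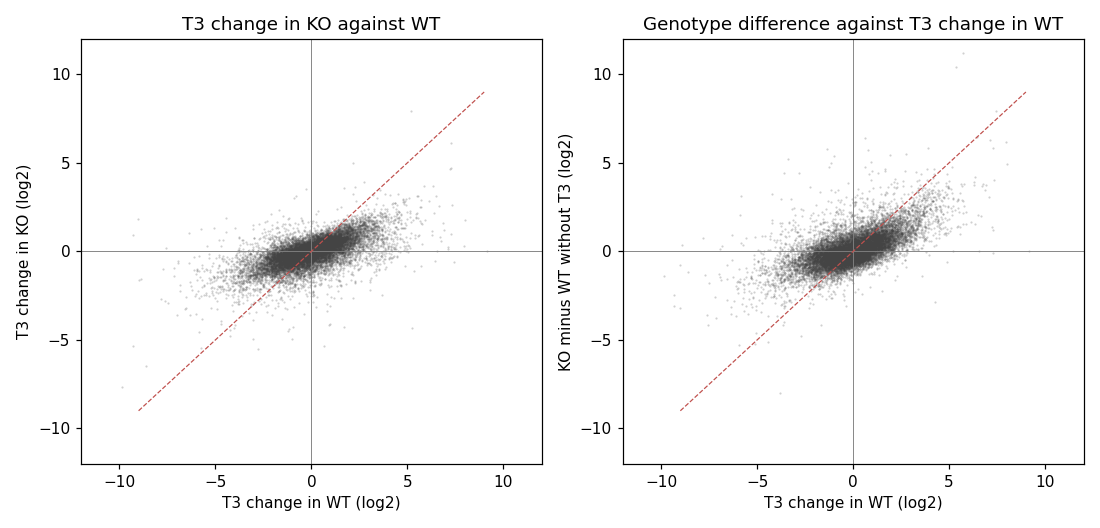
Each point is 1 tested gene, with its T3 change in WT on the x axes and, on the y axes, its T3 change in TRα (-/-) (KO, left) or its difference between TRα (-/-) and WT without T3 (right), all in log2; the dashed line is equality. Over the genes called in WT the slopes were 0.311 and 0.367, and the right panel shares the WT libraries without T3 between its axes.

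With T3, 1633 genes were higher and 540 lower in TRα (-/-). This split was the one most changed by the scaling: total counts alone gave 815 higher and 2609 lower. Of the 2914 genes that differed without T3, 246 differed in the same direction with T3 and 370 in the opposite direction.

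A few genes held much of the counts. The 100 most abundant genes of each library took 55.0% ± 0.087 (SD, n = 3) of the counts in WT without T3, 37.2% ± 0.51 in WT with T3, 56.5% ± 0.52 in TRα (-/-) without T3 and 51.9% ± 0.27 in TRα (-/-) with T3. In the 67 of the 100 genes most abundant over all groups that were nuclear and shorter than 1000 bp, the median log2 change with T3 was -1.80 in WT and -0.39 in TRα (-/-); 62 of the 67 fell by 2-fold or more in WT. Under total counts alone the WT median of these 67 genes was -1.26. Of the 29 abundant nuclear genes of 1000 bp or more, 15 fell and 10 rose by 2-fold or more in WT. Both sets were chosen after their values were seen.

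**Figure D3:**
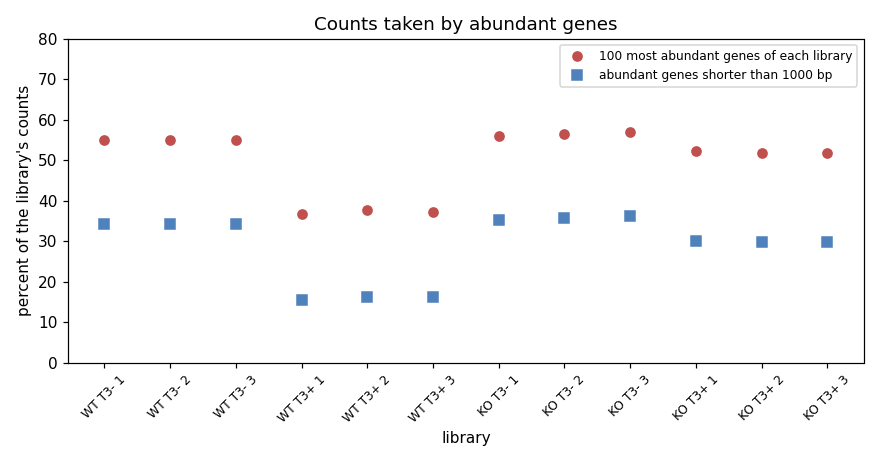
Percent of each library's counts (y axis) for the 12 libraries (x axis; KO is TRα (-/-)), with red circles for the 100 most abundant genes of that library and blue squares for the 67 abundant genes shorter than 1000 bp. The 3 libraries of WT with T3 lie below all others on both measures.

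Coordinates below are those of the deposited file on the JGI assembly. The gene raised most by T3 in WT was ENSXETG00000008530, on scaffold GL173308.1 from 424973 to 440866 on the + strand, with 12 exon blocks. It had 1.23 ± 0.070 CPM in WT without T3 and 196 ± 6.9 with T3 (SD, n = 3). This was a log2 change of 7.32 (edgeR adjusted p 2.48e-31). In TRα (-/-) its log2 change was 2.59, from 20.1 to 121 CPM.

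The gene lowered most in WT was ENSXETG00000015190, on scaffold GL172884.1 from 1301465 to 1311736 on the - strand, with 25 exon blocks. It fell from 95.9 ± 1.9 CPM to 0.111 ± 0.16 CPM in WT (SD, n = 3). This was a log2 change of -9.85 (edgeR adjusted p 1.70e-28). Its counts in WT with T3 ran from 0 to 15, so 1 library set the value. Without replicate 3 of that group the remaining libraries held at most 2 counts, and the gene was at least 1536-fold lower. Leaving out each library in turn gave log2 changes of this gene in WT from -12.20 to -9.10, the weakest without replicate 2 of WT with T3. In TRα (-/-) its log2 change was -7.66.

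The gene highest in TRα (-/-) without T3 was ENSXETG00000025667, on scaffold GL172993.1 from 931135 to 932667 on the - strand, with 3 exon blocks. Its counts were 14 to 18 per library in WT and 32072 to 40352 in TRα (-/-). This was a log2 difference of 11.18 (edgeR adjusted p 1.05e-34). With T3 its counts were 1157 to 1792 in WT and 19604 to 25458 in TRα (-/-). The gene lowest in TRα (-/-) without T3 was ENSXETG00000017241, on scaffold GL173192.1 from 681870 to 703636 on the - strand, with 30 exon blocks. It had 27.1 ± 0.28 CPM in WT and 0.795 ± 0.29 CPM in TRα (-/-) (SD, n = 3). This was a log2 difference of -5.10 (edgeR adjusted p 1.62e-21). The direction reversed with T3, where counts were 52 to 97 in WT and 92 to 139 in TRα (-/-). The log2 difference with T3 was 1.25 (edgeR adjusted p 4.50e-08). None of these 4 genes overlaps another gene in the file.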

Values the study reported

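The study reported 3552 genes upregulated and 3733 downregulated by T3 in wild type hind limb. In TRα (-/-) hind limb it gave 1090 upregulated and 1400 downregulated genes. It counted 2638 genes raised and 2782 lowered in wild type but not in the knockout. Without T3, it found 1938 genes to be higher in the knockout.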

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

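The tests of gene length, of abundant genes and of the gene pair were chosen after the results were seen; the splits of the libraries and the assumed spread between pools were set before.

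The T3 response differed between genotypes by the interaction test, more positive in TRα (-/-) for 2529 genes and more negative for 2377. Of 100 drawn splits of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many genes. The other of these gave 6263. A split that mixes pools adds their differences to the spread within groups, so these splits do not speak of T3 or genotype. A few genes taking most of the counts act as 1 factor per library, which shifts all genes alike. Scaling by total counts alone moved the interaction to 1523 positive and 3910 negative genes, so the balance of signs follows the scaling, but both signs are present under either scaling, which 1 shift for all genes would not give. The interaction change had a Spearman correlation of 0.0041 with gene length across genes, which argues against a length bias. Each group is 1 RNA pool, and differences between pools in stage, dissection or parentage cannot be told apart from genotype and T3. If pools differed by a BCV of 0.4, 71 genes would pass. A response through TRα stays open as a biological explanation, as does any other difference between the pools.

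All 4 genes named in the report differed in their T3 response between genotypes. They were picked as extremes of the T3 change in WT or of the genotype difference without T3, both of which enter the interaction, and each sign is the one this choice pushes toward, so the 4 values are no independent evidence of a difference. The interaction was -4.73 for ENSXETG00000008530, 2.18 for ENSXETG00000015190, -6.53 for ENSXETG00000025667 and 6.35 for ENSXETG00000017241, in log2 units (edgeR adjusted p from 1.16e-26 to 0.0028). ENSXETG00000015190 was near the floor with T3 in both genotypes, so its interaction rests on few counts.

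The difference at ENSXETG00000025667 is shared by the next gene on the scaffold, from 939457 to 940502, whose log2 genotype difference without T3 was 10.41. Reads moved from the other genes of the neighbourhood would leave those lower in TRα (-/-). Without T3 the 4 others between 898951 and 975625 instead gained 6313 CPM in sum, mostly at 1 gene, from 4313 to 10490 CPM. With T3 that gene was lower in TRα (-/-), at 6931 CPM against 8162 in WT, and another had 1464 against 1866. The remaining genes differed little with T3. Moved reads therefore stay open for the pools with T3. With T3 the pair was also higher in TRα (-/-), by at least 3.95 on the log2 scale. This argues against 1 unusual pool only if moved reads do not account for the difference with T3. A variant near the pair that differs between the parents of the genotypes, and copies elsewhere in the genome, were not tested.

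The share of counts from the 37 genes of the mitochondrial sequence moved in opposite directions with T3, in every library. It rose by 0.909 percentage points in WT, from 1.56% ± 0.019 to 2.47% ± 0.18, and fell by 0.681 in TRα (-/-), from 2.80% ± 0.18 to 2.12% ± 0.14 (SD, n = 3). The difference between genotypes was not tested. In TRα (-/-) the share of the abundant nuclear genes fell by 4.09 percentage points with T3, from 54.2% ± 0.60 to 50.1% ± 0.24 (SD, n = 3), which can only raise the mitochondrial share and so argues against these genes as the cause of its fall. In WT, TMM-scaled mitochondrial counts rose by 8.88% with overlapping libraries, while the share outside the abundant genes rose from 3.24% to 3.68%; for the summed share, the fall of abundant nuclear genes and a mitochondrial rise cannot be told apart. Of the 11 mitochondrial genes among the 500 most abundant genes, 9 rose and 2 fell in WT after TMM scaling, with a median log2 change of 0.65 (quartiles 0.39 and 0.77), which argues against the abundant nuclear genes as the whole cause for these genes as a set. A difference in poly-A selection or dissection between pools was not tested.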

How the results depend on the processing

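Under DESeq2 and its size factors in edgeR, each count lay within 1.5 times of the value reported. The share lay within its Wilson interval. Each slope moved by less than the SD of its single-library slopes. Fits of the compared groups alone were run for the T3 and genotype comparisons, and their counts lay within 1.5 times as well. Which direction had more genes changed where the counts were close. The interaction had 2411 positive and 2443 negative genes under DESeq2 and 2427 and 2487 under its size factors, and T3 in WT gave 3352 raised and 3321 lowered genes in the fit of its own groups. DESeq2 shared 6721 of the 6863 genes called for T3 in WT and 4744 of the 4906 interaction genes. The 4 named genes kept their direction and their call in every alternative that tested them.

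The replicate numbers did not pair the libraries: deviations of same-numbered libraries from their group means had correlations from -0.24 to 0.31 over 18 pairs, 4 of them over 0.1. With the replicate number as a block the fit gave 3267 raised and 3602 lowered genes for T3 in WT and 2532 and 2371 for the interaction, and it changed no call of a named gene.

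Leaving out each library gave a slope from 0.305 to 0.311 over 12 fits for genes called in WT. It was 0.479 to 0.496 for genes called in TRα (-/-), and the share was 93.3% to 93.9%. In 11 of the 12 fits the first slope moved by more than the SD of its single-library slopes, and in 2 the second did. The interaction gave 2521 to 2565 genes of positive sign and 2363 to 2411 of negative sign, and every count stayed within 1.5 times. These fits leave out a library and not a pool.

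The slope of 0.311 over genes called in WT was 0.288 with no filter on low counts and 0.327 with at least 10 counts in every library, which test other genes. The slope of 0.481 over genes called in TRα (-/-) became 0.490 and 0.506. Requiring 10 counts in every library also reduced the genes lower in TRα (-/-) with T3 from 540 to 334.

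The test against 2-fold is stricter by construction. It gave 672 raised and 756 lowered genes for T3 in TRα (-/-), 1240 higher and 636 lower without T3, 1048 and 217 with T3, and slopes of 0.312 (genes called in WT) and 0.527 (genes called in TRα (-/-)). With the adjusted p alone the counts were 6137 and 6570 for T3 in WT, 5308 and 5430 for T3 in TRα (-/-), 5565 and 5485 for genotype without T3, 5390 and 5403 with T3, and 5649 and 5461 for the interaction, with a share of 87.0% and slopes of 0.314 and 0.372. The fold threshold, and not the adjusted p, therefore sets these counts.

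The spread between pools was not measured. Summing the libraries of each pool and assuming a BCV of 0.2 gave 861 genes lowered by T3 in TRα (-/-), 265 lower in TRα (-/-) with T3, 1179 and 1105 for the interaction and slopes of 0.308 and 0.510. Assuming 0.4 gave 905 raised and 963 lowered genes for T3 in WT, 8 and 21 in TRα (-/-), 107 higher and 19 lower without T3, 64 and 9 with T3, and 30 and 41 for the interaction. It also gave 898 raised and 951 lowered in WT alone, a share of 98.0% and slopes of 0.303 and 0.813, the latter over few genes. How many genes pass thus depends on a spread that these libraries do not give.

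Scaling by total counts alone was chosen after seeing the data. It shifted the median log2 change of all tested genes by 0.54 for T3 in WT, 0.12 for T3 in TRα (-/-), -0.51 for genotype with T3 and -0.42 for the interaction. For T3 in WT it gave 5106 raised and 2239 lowered genes, so that 69.5% of the calls were raised against 47.5% under TMM. For T3 in TRα (-/-) the raised share went from 42.5% to 55.1%, and for genotype with T3 the higher share went from 75.1% to 23.8%, with 815 and 2609 genes. The interaction had 1523 and 3910 genes, a positive share of 28.0% against 51.5%. For genotype without T3 the genes higher in TRα (-/-) stayed the larger part, 1622 higher and 1302 lower, or 55.5% against 63.9%. It gave 3918 raised and 1571 lowered in WT alone, a share of 80.1% and slopes of 0.300 and 0.461. Which direction has more genes thus follows the scaling for both T3 comparisons, genotype with T3 and the interaction, but not for genotype without T3.

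Of the 10 splits of the 6 libraries in each comparison of 2 groups, 1, the real one, gave as many genes, for T3 in WT, T3 in TRα (-/-), genotype without T3 and genotype with T3. With 10 splits the share cannot go under 0.1. Every other split mixed libraries of both pools and gave 0 genes. Any 2 pools that differ would give this, so the splits do not speak of T3 or genotype. The gene list medians were not run because no ID could be matched to a symbol.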

Other observations

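The tests in this part were chosen after the results were seen, except the simulation of shared libraries and the split by gene length.

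The higher expression of T3-raised genes in TRα (-/-) without T3 was set against technical explanations. The highest share in 10 simulations with shared WT libraries, no genotype difference and a BCV of 0.4 between pools was 73.4%, under the 93.7% observed. Scaling by total counts alone lowered the observed share to 80.1%. No simulated share is available for that scaling, so how far the excess depends on scaling stays open. By length, with all tested genes split into 3 classes, the lowest share was 92.1%, over 667 genes, which argues against a length bias. A WT pool without T3 that was younger than the others could give the same pattern. The reverse check gave 72.3% for genes raised by T3 in TRα (-/-) and 52.5% for genes lowered by it, where simulation at a BCV of 0.4 gave 28.5% and 28.9%. Its genotype value uses that pool too, and the pool's own difference cannot be told apart from genotype. A hypothesis is that TRα (-/-) limbs without T3 lie part of the way along the WT response.

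The fall of 67 abundant short genes in WT with T3 was much weaker in TRα (-/-). Scaling moves all genes of a library alike, yet these fell by 2.28 log2 units relative to 748 other genes shorter than 1000 bp with 16 CPM or more. Those others had a median log2 change of 0.48, which argues against a length bias. The median in TRα (-/-) was -0.39, and with 1 pool per group a difference between the WT pools in their cells cannot be told apart from T3. Of the 29 abundant nuclear genes of 1000 bp or more, 15 fell and 10 rose by 2-fold or more in WT, so these went both ways and do not settle whether the fall extends to longer transcripts. A response of the abundant short genes to T3 may be worth testing in separate animals.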
